# Transcriptome Analysis of the Breast Muscle of Xichuan Black-Bone Chickens Under Tyrosine Supplementation Revealed the Mechanism of Tyrosine-Induced Melanin Deposition

**DOI:** 10.3389/fgene.2019.00457

**Published:** 2019-05-15

**Authors:** Donghua Li, Xinlei Wang, Yawei Fu, Chenxi Zhang, Yanfang Cao, Jie Wang, Yanhua Zhang, Yuanfang Li, Yi Chen, Zhuanjian Li, Wenting Li, Ruirui Jiang, Guirong Sun, Yadong Tian, Guoxi Li, Xiangtao Kang

**Keywords:** breast muscle, chicken, melanin, melanocytes, tyrosine, transcriptome

## Abstract

The Xichuan black-bone chicken, which is a rare local chicken species in China, is an important genetic resource of black-bone chickens. Tyrosine can affect melanin production, but the molecular mechanism underlying tyrosine-induced melanin deposition in Xichuan black-bone chickens is poorly understood. Here, the blackness degree and melanin content of the breast muscle of Xichuan black-bone chickens fed a basic diet with five levels of added tyrosine (i.e., 0.2, 0.4, 0.6, 0.8, and 1.0%; these groups were denoted test groups I-V, respectively) were assessed, and the results showed that 0.8% tyrosine was the optimal level of added tyrosine. Moreover, the effects of tyrosine supplementation on the proliferation and tyrosinase content of melanocytes in Xichuan black-bone chickens were evaluated. The results revealed a dose-dependent relationship between tyrosine supplementation and melanocyte proliferation. In addition, 417 differentially expressed genes (DEGs), including 160 upregulated genes and 257 downregulated genes, were identified in a comparative analysis of the transcriptome profiles constructed using the pooled total RNA from breast muscle tissues of the control group and test group IV, respectively (fold change ≥2.0, *P* < 0.05). These DEGs were mainly involved in melanogenesis, the calcium signaling pathway, the Wnt signaling pathway, the mTOR signaling pathway, and vascular smooth muscle contraction. The pathway analysis of the DEGs identified some key genes associated with pigmentation, such as *DCT* and *EDNRB2*. In summary, the melanin content of breast muscle could be markedly enhanced by adding an appropriate amount of tyrosine to the diet of Xichuan black-bone chickens, and the *EDNRB2*-mediated molecular regulatory network could play a key role in the biological process of tyrosine-induced melanin deposition. These results have deepened the understanding of the molecular regulatory mechanism of melanin deposition in black-bone chickens and provide a basis for the regulation of nutrition and genetic breeding associated with melanin deposition in Xichuan black-bone chickens.

## Introduction

The black-bone chicken is an important resource in poultry production, and the fact that its body contains melanin significantly differentiates it from other chicken breeds (Tian et al., 2007; Tu et al., 2009b; Yu et al., 2018a). Many studies have shown that black-bone chickens have medical benefits, such as antioxidant activity (Xin et al., 2009) and the abilities to delay aging (Xu et al., 1999), treat anemia (Xie et al., 2009) and cure female menstrual abnormalities (Tu et al., 2009a). Due to their unique edible and medicinal value, black-bone chickens are highly preferable by consumers, and the exploitation and genetic breeding of black-bone chicken resources have become increasingly important. It is known that the melanin content in the meat, skin and bone of black-bone chickens is closely related to its product value and medicinal effects (Yu et al., 2018b). Therefore, the improvement of melanin deposition by nutritional regulation and genetic breeding is of great significance for the exploitation and utilization of black-bone chicken resources; however, the relevant research remains scarce.

Melanin is a type of high-protein molecule synthesized from melanin bodies in melanocytes (Diffey et al., 1995; Mackintosh, 2001), and studies have shown that nutritional factors can affect the deposition of melanin in the body (Ralli and Graef, 1943; Li et al., 2011). The ingestion of nutrients as a signal induces transcription, RNA processing and stability, protein synthesis and modification, which are processes that affect DNA replication, regulate gene expression, and maintain cell proliferation, differentiation and adaptation (Walker and Blackburn, 2004; Ruemmele and Garnier-Lengliné, 2012). Therefore, the addition of exogenous nutrition can effectively regulate the deposition of melanin in animals. In black-bone chickens, melanin is produced by tyrosinase through a series of biochemical reactions (Sato et al., 2007). Tyrosine, a type of aromatic amino acid, is a precursor of melanin synthesis (Scheiner et al., 2002), and black-bone chickens might have a precise synergistic regulatory mechanism between tyrosine metabolism and melanin synthesis that regulates the synthesis and deposition of melanin. The elucidation of the above mechanism is of great significance for improving the meat quality of black-bone chickens through the regulation of nutrition and for identifying the molecular markers related to melanin deposition in the breeding of black-bone chickens. However, the molecular mechanism underlying tyrosine-induced melanin deposition in black-bone chickens remains poorly understood.

The Xichuan black-bone chicken, which is a rare local chicken species, is mainly distributed in Xichuan County, Henan Province, China. This variety has five black parts (beak, skin, bones, legs, and meat) and is an important genetic resource of black-bone chickens. Because its meat is tender and delicious and has high nutritional and medicinal value, this variety has become an important object of production and development in recent years. Increased production performance and the production of high-quality poultry meat with a high content of melanin through nutritional regulation or genetic improvement are currently the main goal of the resource exploitation of Xichuan black-bone chickens. The breast muscle is an important part of skeletal muscle and the main source of poultry meat. Therefore, in this study, the breast muscle of Xichuan black-bone chicken was used as the research material to evaluate the effects of different concentrations of tyrosine on melanin deposition and to analyze the transcriptome profiles of breast muscle under tyrosine supplementation. We also verified the effect of tyrosine on the proliferation and tyrosinase content of melanocytes and determined the key genes and molecular regulatory network associated with tyrosine-induced melanin deposition. The main objectives of this study were to optimize the optimal supplementary amount of tyrosine in feed for the promotion of melanin deposition in the breast muscle of Xichuan black-bone chickens and to clarify the potential molecular mechanism underlying tyrosine-induced melanin deposition in black-bone chickens. The results obtained in this study will provide a better understanding of the molecular regulatory mechanisms of melanin deposition in black-bone chickens and contribute to nutrient regulation and genetic breeding related to melanin deposition in Xichuan black-bone chickens.

## Materials and Methods

### Ethics Statement

All sample collections and treatments were conducted strictly in accordance with the protocol approved by the Institutional Animal Care and Use Committee (IACUC) of Henan Agricultural University, China (11-0099).

### Experimental Animals and Design

A total of 480 one-day-old healthy and weight-matched Xichuan black-bone chickens were randomly divided into six groups (the control group and test groups I-V), with five biological replicates of each group and 16 chickens per biological replicate. The control group was fed a basal diet (Supplementary Table S1). For test groups I-V, the basal diet was supplemented with 0.2, 0.4, 0.6, 0.8, and 1.0% tyrosine, respectively. Tyrosine (99%) was obtained from Swire Coca-Cola Drinks Co., Ltd., (Zhengzhou, Henan Province, China), and the trial period lasted 12 weeks. The chickens in all the treatment groups were fed and managed under the same conditions and were allowed free access to feed and water during the experimental period. The rooms were regularly cleaned and disinfected, and the chickens were routinely immunized.

### Sample Collection

At the end of the feeding trial, all the experimental chickens were fasted for 12 h with continued access to water. Two Xichuan black-bone chickens from each replicate (a total of 60 chickens) were randomly selected. The live weight and dressing percentage of the 60 chickens were measured. These experimental chickens were euthanized by intravenous injection of KCl (1–2 mg/kg) under deep anesthesia, and 1–2 g of breast meat was frozen immediately in liquid nitrogen and stored at -80°C until RNA-seq analysis. The remaining breast meat was stripped from both sides for analysis of the melanin content.

### Evaluation of Melanin Deposition in Breast Muscle

First, the breast muscle color of each experimental chicken was determined with a portable NR10QC colorimeter (3nh, China). The color parameter was measured based on the lightness index (L^∗^). All color values were obtained from three areas of each breast muscle. A higher reading indicated a lower degree of blackness, and vice versa. Second, the melanin content in the breast muscle of each experimental chicken was analyzed. Briefly, 50-g breast muscle samples from each chicken were weighed, and after the fascia, membrane and fat were removed, the samples were heated in an oven at 65°C for 24 h. The crushed samples were hydrolyzed with papain under neutral conditions for 3 h during heating at 55°C in a water bath, and after centrifugation, the precipitates were separated, soaked in 200 mL of 6 mol/L HCl and heated in an electric furnace for 30 min. The residue was collected, washed, wrapped with filter paper and placed in a Soxhlet extraction tube. Subsequently, the residue was degreased with ether in a water bath at 42°C, and the filter paper was washed repeatedly with distilled water and dried at 80°C in an oven. The melanin was removed and weighed using a microbalance. The melanin content (as the percentage of fresh tissue weight) was then calculated as follows: melanin weight (g)/sample weight (g) × 100%.

### Exposure of Chicken Melanocytes to Tyrosine and Evaluation of the Effects of Tyrosine Exposure

To evaluate the effect of tyrosine on melanin deposition at the cellular level, we exposed melanocytes from Xichuan black-bone chickens to different concentrations of tyrosine. The initial density of the cells was 1 × 10^4^ cells/mL. The control group was cultured with normal melanocyte medium, and the experimental groups were cultured with medium containing different concentrations of tyrosine (10^-9^, 10^-8^, 10^-7^, and 10^-6^). Fourth-generation melanocytes at the logarithmic phase of growth were digested with 0.25% trypsin (Gibco Company, United States) and seeded into cell culture plates for follow-up testing. On the one hand, the effect of tyrosine on the proliferation of melanocytes was evaluated by the Cell Counting Kit-8 (CCK-8) method on 96-well cell culture plates. Ten replicate wells were used for each group. Ten microliters of CCK-8 solution was added to each well, and the plates were incubated for 2 h at 37°C in an atmosphere with 5% CO_2_. The absorbance of each well at 450 nm was measured using a high-throughput multifunctional microplate test system. The proliferation rate was calculated as follows: [(A450 (with tyrosine) – A450 (medium only)]/[A450 (without tyrosine) – A450 (medium only)] × 100%. On the other hand, the effect of tyrosine on the tyrosinase content in melanocytes was detected using a chicken tyrosinase ELISA kit on six-well plates. Each group was tested in six replicate wells in triplicate. The plates were incubated for 72 h in a humidified 5% CO_2_ incubator at 37°C, and the intracellular components were then extracted using an ultrasonic cell disrupter. The content of tyrosinase in the cells was detected in strict accordance with the instructions provided with the tyrosinase ELISA kit. Moreover, the effects of tyrosine on endothelin receptor B subtype 2 (EDNRB2) gene expression in the above-treated melanocytes were also determined by qRT-PCR analysis.

### Transcriptome Sequencing and Annotation of Breast Muscle

Based on the results of the melanin determination, the highest amount of melanin deposition in breast muscle tissue was detected in test group IV (0.8% dietary tyrosine level). Therefore, breast muscle samples from the control group and test group IV were selected for transcriptome sequencing. The total RNA from the breast muscle samples was extracted using an RNA extraction kit (Takara, Dalian, China) following the appropriate procedure and were processed using DNase I (RNase Free, QIAGEN). To characterize a general overview of genes expressed in the breast muscle tissues of the highest amount of melanin deposition, the pooled total RNA from three individuals of test group IV and the control group was used for cDNA library construction, respectively. The libraries were generated using the NEBNext^®^ Ultra^TM^ Directional RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, United States). The processes necessary for library construction, such as mRNA isolation, fragmentation, first-strand cDNA synthesis, second-strand cDNA synthesis, terminal repair, 3’ end A-tailing, ligation, and enrichment, were completed according to the manufacturers’ instructions. Sequencing was performed according to the corresponding requirements with a paired-ending cDNA sequencing program. The sequencing process was controlled using the Illumina HiSeq 2000 platform data collection software program that was used for the real-time data analysis. The raw reads were processed to remove adaptor sequences, low-quality reads and reads containing poly-N sequences with Seqtk^1^. Using the spliced mapping algorithm in TopHat (version: 2.0.9) (Trapnell et al., 2012), the clean reads were mapped to the Ensembl Galgal5 reference genome. The number of fragments per gene was determined using StringTie (version: 1.3.0), and the values were normalized by the trimmed mean of *M*-values (TMM) method (Robinson and Oshlack, 2010). The fragments per kilobase of transcript per million mapped reads (FPKM) value of each gene was calculated using a Perl script (Poelchau et al., 2014).

### Differential Expression and Functional Enrichment Analysis

EdgeR software was used to identify the differentially expressed genes (DEGs) between the control group and test group IV (Haydock et al., 2015). The threshold *P*-value was determined by controlling the false discovery rate (FDR), and the corrected *p*-value was the *q*-value (Kim and van de Wiel, 2008). The fold changes in the gene expression level were calculated based on the FPKM values. The screening conditions for DEGs were a *q*-value ≤0.05 and a fold change ≥2. The functional classifications of the DEGs were analyzed by Gene Ontology (GO) functional enrichment analysis (Young et al., 2010) and KOBAS software (Mao et al., 2005). The GO terms and KEGG pathways with *P*-values <0.05 were considered significantly enriched. The genes in the KEGG pathways related to pigmentation were submitted to STRINGv10.0 for protein-protein interaction (PPI) network analysis (Franceschini et al., 2013), and the PPI network was visualized using Cytoscape (version 3.6.0) (Shannon et al., 2003).

### Quantitative Real-Time PCR (qRT-PCR) Analysis

To verify the accuracy of the RNA-seq results, seven genes were selected for qRT-PCR validation. The gene-specific primers were designed using the NCBI Primer BLAST online program (Supplementary Table S2) and synthesized by Nanjing Kingsray Biotechnology Co., Ltd. The qRT-PCR analysis was performed using a PrimeScript^TM^ RT Reagent Kit and SYBR^®^ Premix Ex Taq II (Tli RNase H Plus; Takara, Dalian, China). The PCRs were conducted with an initial denaturation step at 95°C for 5 min followed by 34 cycles of 95°C for 15 s (denaturation), 60°C for 45 s (annealing), and 72°C for 40 s (extension) and a final extension at 72°C for 10 min. The reactions for each qRT-PCR were performed in triplicate. The relative expression levels of the genes were calculated using the 2^-ΔΔCt^ method, and the levels were normalized to those of two housekeeping genes, *β-actin* and *GAPDH* (Vandesompele et al., 2002).

### Statistical Analysis

All the data were statistically analyzed with SPSS 20.0 software to determine the significance of the differences (*P* < 0.05) between the test groups and the control group. The results are expressed as the mean ± standard deviation (SD).

## Results

### Concentration-Dependent Effect of Dietary Tyrosine on the Breast Muscle Melanin Content

The results indicate that dietary supplementation with different doses of tyrosine significantly improved the breast muscle blackness (Figure 1A) and increased the melanin content in the breast muscle of Xichuan black-bone chickens (Figure 1B). The lowest melanin content in breast muscle was detected in the control group, and a slightly increased content was found in test group I, but no significant differences were found between test group I and the control group (*P* > 0.05). However, the melanin contents of the test groups II-V were significantly higher than those of the control group and test group I (*P* < 0.05), and the maximal value was obtained with 0.8% tyrosine supplementation (Figure 1B). Although the melanin content was also elevated by 1.0% tyrosine supplementation, the content obtained with this level of tyrosine supplementation was lower than that obtained with 0.8% tyrosine supplementation. Thus, the 0.8% dose of dietary tyrosine was identified as the maximal effective dose for promoting the melanin content in breast muscle. In addition, a correlation analysis showed a significant correlation between the breast muscle darkness and the melanin content (*P* < 0.05) (Figure 1C).

**Figure 1:**
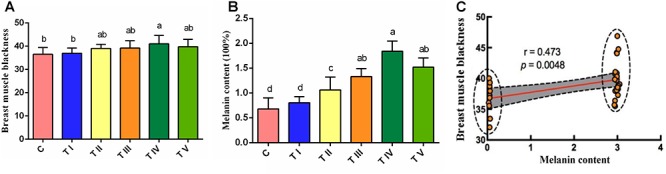
Degree of blackness and melanin content of breast muscle tissue. **(A)** Breast muscle blackness. **(B)** Melanin content of breast muscle tissue. **(C)** Analysis of the correlation between the melanin content and the degree of blackness of breast muscle tissue. In x-axis, the C represents the control group, and the TI-TV represents test groups I-V, respectively. Data are expressed as mean ± SD (*n* = 60). The small letters a, b, etc., on the top of each bar represents statistical significance. Data with different small letters on each bar are statistically significant (*P* < 0.05), while data with the same letters are not statistically significant (*P* > 0.05).

### Effect of Tyrosine Exposure on the Proliferation and Tyrosinase Content of Melanocytes

We also evaluated the effect of tyrosine in chicken melanocytes. Melanocytes were cultured with different concentrations of tyrosine for 72 h, and the melanocyte morphology was then observed under an inverted microscope. The test groups treated with different concentrations of tyrosine showed significantly higher numbers of cells and evident cytoplasm enlargement compared with the control group. In particular, the most obvious cytoplasmic change was detected in the group treated with 10^-9^ mol/L tyrosine (Figure 2). The analysis of the melanocyte proliferation rates also showed that the group treated with 10^-9^ mol/L tyrosine exhibited the maximal proliferation effect (*P* < 0.05) (Figure 3A). Moreover, the intracellular tyrosinase content was also measured using a microplate reader (Figure 3B), and the results showed that the tyrosinase content in the group treated with 10^-9^ mol/L tyrosine was significantly higher than that in the control group and that the maximal proliferation effect was obtained in the group treated with 10^-6^ mol/L tyrosine (*P* < 0.05). These results indicated that supplementation with an appropriate concentration of tyrosine can significantly increase the proliferation and tyrosinase content of melanocytes of Xichuan black-bone chickens.

**Figure 2:**
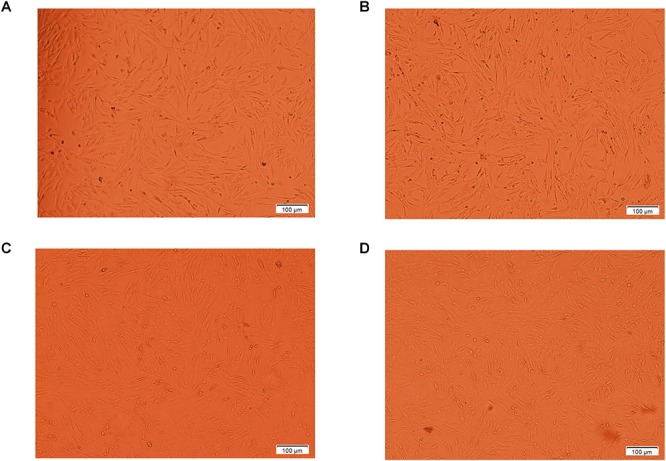
The morphology of melanocytes treated with different concentrations of tyrosine for 72 h were observed by inverted phase contrast microscope. The **A** indicates the control melanocytes. The **B**, **C**, and **D** indicate the melanocytes cultured with 10^-9^, 10^-8^, and 10^-6^ mol/L tyrosine, respectively. The number of cells and cytoplasm in the experimental group increased significantly, especially in the 10^-9^mol/L tyrosine group.

**Figure 3:**
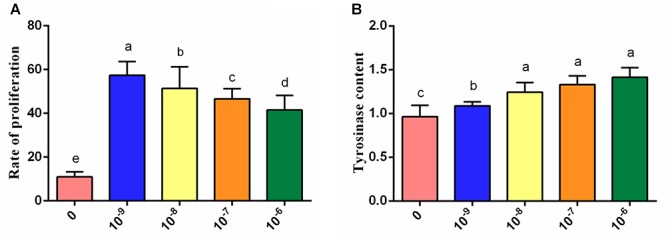
Effects of treatment with different concentrations of tyrosine for 72 h on melanocytes. **(A)** Effects of different concentrations of tyrosine on melanocyte proliferation. **(B)** Effects of different concentrations of tyrosine on the tyrosinase content of melanocytes. Data are expressed as mean ± SD (*n* = 10). The small letters a, b, etc., on the top of each bar represents statistical significance. Data with different small letters on each bar are statistically significant (*P* < 0.05), while data with the same letters are not statistically significant (*P* > 0.05).

### Characteristics of the Transcriptome Profiles of Breast Muscle With the Highest Content of Melanin

The above-described studies demonstrated that tyrosine can promote melanin deposition in the breast muscle of Xichuan black-bone chickens at the cellular level and *in vivo*. To further reveal the molecular regulatory mechanism underlying this biological process, we used the pooled total RNA from breast muscle tissues of the control group and test group IV (0.8% dietary tyrosine level and the highest melanin content) and performed transcriptome sequencing using the Illumina HiSeq 2000 platform. 

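RNA-seq counts the sequenced cDNA fragments that come from each gene. Total RNA of 3 birds was pooled in each group at week 12, and 1 paired-end library was sequenced per pool, so the 2 groups were compared through 1 library each. There are no replicates, and no difference given for these libraries has a replicate check. The control group received the basal diet, and the diet of test group IV contained 0.8% added tyrosine. The authors mapped the clean reads to the Galgal5 chicken genome with TopHat, counted fragments per gene with StringTie, and calculated the FPKM value of each gene, in which the fragment count is divided by the transcript length and the sequencing depth. The deposited values are the whole-number fragment count and the FPKM value of 15073 genes in each library. Counts summed to 13135159 fragments in the control group and 14318101 fragments in test group IV. The paper's Table 1 gives 39519161 and 43489850 uniquely mapped reads for the same libraries, and the values used here rest on the fragment counts. Every listed gene had at least 1 fragment in the control group, so genes seen only in test group IV were not analysed here. The median count per gene was 93 fragments in the control group and 107 fragments in test group IV. At these depths, 3 fragments correspond to 2.28e-05% of the counts of the control group and 2.10e-05% of the counts of test group IV.
Fold changes were calculated from the FPKM values as test group IV relative to the control group, so a positive log2 fold change means higher expression in test group IV. The columns of fold changes in Table 2 and Supplementary Table S3 use the opposite order. For a gene with few fragments, an exact Clopper-Pearson 95% interval was calculated from its counts in the 2 libraries and their relative depth of 1.09025. PCR copies were not separated from original molecules, so these intervals cover counting error only. They do not include the variation between birds, pools or library preparations. No P-value across genes was calculated for the difference between the diets. For a list of genes, the median log2 fold change was placed among 10000 random lists of the same size and similar mean FPKM, which describes these libraries and not the diets.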

A total of 47,038,307 (95.34%) and 51,161,382 (95.46%) clean reads were obtained for the control group and test group IV, respectively (Table 1). After assembly, 15,074 (94.4%) reads were obtained for the control group, 15,173 (95.02%) reads were found for test group IV, and 14,277 reads were commonly expressed in both groups. These sequencing data have been submitted to the Genome Expression Omnibus (Accession Number GSE128028) of the National Center for Biotechnology Information (NCBI). 

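All 15073 listed genes were detected in the control group, where a gene counts as detected with an FPKM value above 0, and 14277 of them were also detected in test group IV. The threshold moved these numbers. With an FPKM of at least 0.1, 14175 genes were detected in the control group and 13721 in test group IV. With an FPKM of at least 1, 10553 genes (70.0% of those listed) remained in the control group and 10619 genes (70.5%) in test group IV. At least 10 fragments were counted for 11823 genes in the control group and 12031 genes in test group IV. The 10 genes with the most fragments took 27.4% of all counts in each library.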

The mapping rates for the reads that were uniquely mapped to the Galgal5 assembly of the chicken genome were 84.01 and 85.01% for the control group and test group IV, respectively. 

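The detected genes were assigned to the chromosomes of Galgal5 by the positions deposited with the counts, and 35 chromosomes, the mitochondrial genome included, were compared between the control group and test group IV. Another 1505 genes lie on unplaced scaffolds. The share of the detected genes that lie on a chromosome differed most for chromosome 5, from 5.75% in the control group (866 genes) to 5.85% in test group IV (835 genes), a difference of 0.103 percentage points. With an FPKM of at least 0.1, the largest such difference was 0.044 percentage points. When the threshold was raised to an FPKM of at least 1, it was 0.111 percentage points. The shares of the fragment counts differed more. Mitochondrial genes took 7.69% of the counts in the control group and 9.05% in test group IV. Genes on chromosome 18 took 9.68% and 10.4% of the counts, and genes on chromosome 2 took 5.48% and 4.84%, respectively. With 1 library per group, the spread of these shares between libraries of the same group is unknown.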

The comparison of the results aligned to their respective chromosomes showed no significant differences between the samples (Figure 4A). Most of these clean reads mapped to genes and coding regions (Figure 4B), consistent with the results of previous studies (Li H. et al., 2015; Zhang et al., 2017).

**Table 1:** Statistics for the cDNA library sequences.

Sample ID	Raw reads	Clean reads	Mapped reads	Unique mapped reads^a^	Mapping ratio^b^	Number of genes
Control	49,337,216	47,038,307	40,010,067	39,519,161	87.73%	15,074
Treatment IV	53,597,228	51,161,382	44,002,169	43,489,850	88.51%	15,173

^a^*Mapped Unique reads, reads that matched the reference genome in only one position. ^*b*^Mapping ratio, mapped reads/clean reads*.

**Figure 4:**
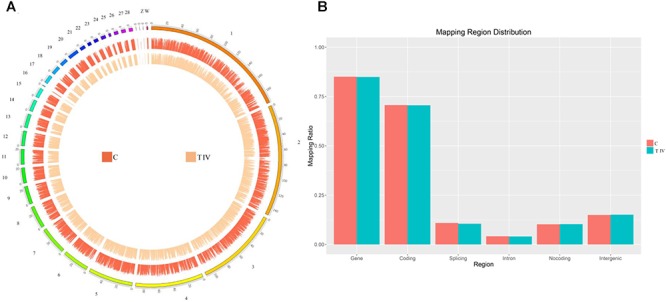
Distribution of the identified mRNAs on each chromosome. **(A)** The outer ring represents the chicken genome and is labeled with the chromosome numbers and positions. The red circle shows the distribution of the mRNAs identified in the control group, and the orange circle shows the distribution of the mRNAs identified in test group IV. **(B)** Mapping region distribution.

The correlation analysis showed that the gene expression data were highly correlated between the two groups, with a correlation coefficient (*R*^2^) of 0.974 (Figure 5A), which indicated the rationality of the sample selection in this study. 

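Pearson's r between the log2 FPKM values of the 2 libraries was 0.969 across the 14277 genes detected in both libraries. This is a correlation across genes, which are not independent replicates, so no P-value is given. The alternative that moved it most was squaring the coefficient, which gave 0.938. The scatter between the libraries depended on the expression level. Among 454 genes with a mean FPKM under 0.1, the SD of the log2 fold change was 1.15, and 40.3% of these genes differed at least 2-fold. The median number of fragments of these genes was 5 in the 2 libraries together. Among 3203 genes with a mean FPKM from 0.1 to 1, the SD was 1.05 and 29.2% differed at least 2-fold. The SD was 0.560 among 6425 genes with a mean FPKM from 1 to 10, of which 6.51% differed at least 2-fold. It was 0.395 among 4195 genes with a mean FPKM of 10 or more, of which 2.60% differed at least 2-fold, and the median total of these genes was 1570 fragments.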

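Of the genes listed with the control group, 796 had no fragment in test group IV. Most of them had few fragments in the control group as well. Their median count in the control group was 2 fragments, and their median FPKM was 0.125. A single fragment was counted in the control group for 387 of them, and fewer than 5 fragments for 734. Only 10 of these genes had 10 or more fragments in the control group, and the highest count was 65. No symbol was given for 476 of these genes. For genes with so few fragments, absence from test group IV was not distinguishable from counting error at this depth. When detection required an FPKM of at least 1, 391 genes passed in the control group and not in test group IV. At this threshold 10553 genes passed in the control group, 10619 in test group IV and 10162 in both. More of the listed genes therefore passed only in test group IV than only in the control group. Genes with no fragment in the control group were not analysed here.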

Among the 15,968 genes identified in the breast muscle of Xichuan black-bone chickens, 14,277 genes were coexpressed in the two groups, 798 genes were specifically expressed in the control group, and 896 genes were specifically expressed in test group IV (Figure 5B). Compared with the control group, 417 DEGs with a fold-change ≥2 and *q*-value ≤0.05 (Figure 5D) were detected in test group IV (Figure 5C and Supplementary Table S3), and these DEGs included 160 upregulated genes and 257 downregulated genes. Moreover, three downregulated (*MITF*, *TYR*, and *EDNRB2*) and four upregulated (*ACACB, ELOVL6*, *ABRA*, and *GPX2*) genes were selected for qRT-PCR verification. 

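Of the 417 DEGs in Supplementary Table S3, 402 are among the genes analysed here, and the fragment counts of all 402 were identical to those in that table. The paper's table gives the other 15 with 0 fragments in the control group. By the FPKM ratio, 145 of the 402 DEGs were higher and 257 were lower in test group IV than in the control group, and 10 of the lower ones had no fragment in test group IV. The median log2 fold change was 1.48 for the higher DEGs and -1.45 for the lower DEGs with fragments in both libraries. The median number of fragments over both libraries was 171 for the higher and 202 for the lower DEGs. The smallest total was 10 fragments, and 56 DEGs had fewer than 50. No symbol was given for 146 DEGs. Adding 1 to each FPKM value moved the direction counts most, and 75 DEGs then remained at least 2-fold higher and 132 at least 2-fold lower.
A fold change alone selected more genes. The comparison used 11010 genes with an FPKM of at least 1 in 1 or both libraries. Of these, 341 were at least 2-fold higher and 364 at least 2-fold lower in test group IV. Of the genes that differed, 362 are DEGs of Supplementary Table S3. After median ratio scaling of the libraries, 282 genes were at least 2-fold higher and 437 at least 2-fold lower. The paper compared the counts with edgeR, kept the genes with a q-value of at most 0.05 and a fold change of at least 2, and reports the genes that passed as the DEGs of test group IV. A test on the reads of 2 libraries compares these libraries, not the diets.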

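Of the 7 genes selected for qRT-PCR, all but TYR were analysed in the transcriptome values. MITF had 1117 fragments in the control group and 1900 in test group IV, a log2 fold change of 0.64 (95% interval from 0.53 to 0.75). EDNRB2 was also higher in test group IV. ABRA, on chromosome 2 from 131615461 to 131620601, fell from 17560 to 4884 fragments, a log2 fold change of -1.97 (95% interval from -2.02 to -1.92). ACACB, on chromosome 15 from 6711180 to 6730689, had 1374 and 588 fragments, respectively, with a log2 fold change of -1.35 (95% interval from -1.49 to -1.21). ELOVL6, on chromosome 4 from 58295099 to 58362060, had 64 and 18 fragments, and its log2 fold change was -1.95 (95% interval from -2.80 to -1.18). With 1 added to each FPKM value, the log2 fold change of ELOVL6 was -0.60, below a 2-fold difference. GPX2, on chromosome 5 from 305528 to 306315, had 13 fragments in the control group and 0 in test group IV, so that only the upper end of its interval, a log2 fold change of -1.73, is defined. The qRT-PCR measurements and TYR were not analysed here.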

The log_2_ (fold change) values of the seven genes obtained from the qRT-PCR analysis were consistent with the RNA-seq results (Figure 6A). An analysis of the correlation between the RNA-seq and qRT-PCR results yielded a correlation coefficient of 0.95, which indicated the reliability of the sequencing results (Figure 6B).

**Figure 5:**
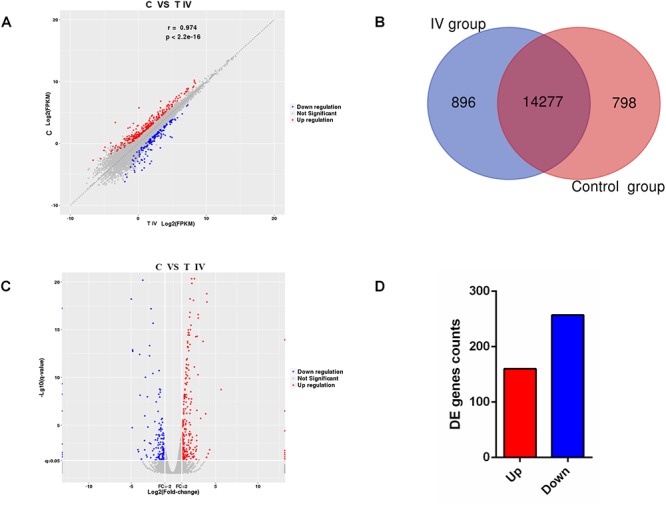
RNA-seq transcriptome profiles distinguishing the two groups. **(A)** Correlations of the gene expression levels among the samples. **(B)** Number of genes identified in breast muscle tissue from chickens in the different groups. **(C)** Volcano plot of differentially expressed mRNAs between the control group and test group IV. **(D)** Total number of differentially expressed mRNAs between the control group and test group IV. Red represents gene upregulation, and blue represents gene downregulation.

**Figure 6:**
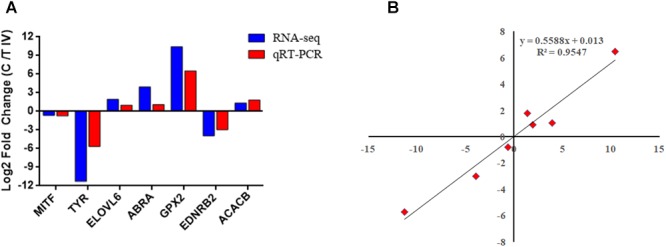
Validation of the RNA-seq data by qRT-PCR. **(A)** Comparison of the fold change between RNA-seq and qRT-PCR. **(B)** Pearson correlation scattered plots based on the results of RNA-seq and qRT-PCR.

A functional enrichment analysis of these 417 DEGs was then performed to identify their physiological functions. The GO enrichment analysis revealed 24 annotations for biological process terms, 16 annotations for cellular component terms and 10 annotations for molecular function terms (Figure 7 and Supplementary Table S4). In addition, these DEGs were enriched in 91 KEGG pathways (Figure 8 and Supplementary Table S5), and these pathways can be divided into six types, namely, cellular processes, environmental information processing, genetic information processing, human diseases, metabolism, and organismal systems.

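Supplementary Table S4 lists 24 biological process, 16 cellular component and 10 molecular function terms, as counted from the table. Each term is a class of gene functions, and the table gives the number of DEGs annotated with it. A GO annotation is given in Supplementary Table S3 for 252 DEGs, of which 248 are among the genes analysed here. In test group IV, 95 of these were higher and 153 were lower than in the control group. Only 1 DEG, DCT, carries a GO term whose name refers to pigment or melanin. The enrichment test was not repeated, since its background set of genes was not used here.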

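As counted from Supplementary Table S5, DEGs are assigned to 88 KEGG pathways of 6 types. A pathway in this table contains between 1 and 25 DEGs. A single DEG represents 39 of the pathways, and 21 pathways have 3 or more. In 14 of these 21 pathways more DEGs were lower than higher in test group IV, in 6 more were higher, and in 1 the numbers were equal. The gene lists of the table name 90 different genes, all of them among the genes analysed here, of which 32 were higher and 58 were lower in test group IV. The longest list, that of the metabolic pathways, names 16 of its 25 DEGs in the text used here. The MAPK signaling pathway had 1 higher and 5 lower DEGs, the FoxO signaling pathway 1 higher and 4 lower, and all 3 DEGs of the insulin signaling pathway were lower. The enrichment of the pathways was not tested again.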

**Figure 7:**
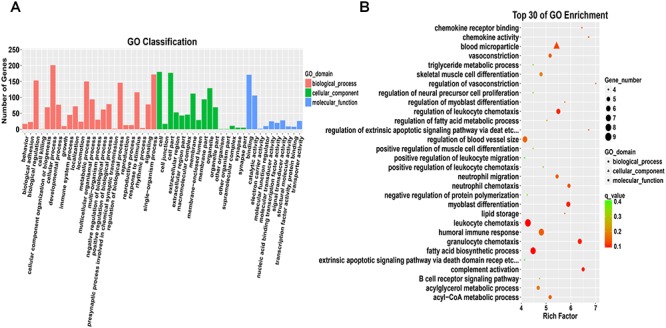
Gene Ontology analysis of differentially expressed mRNAs. **(A)** Comparison of GO annotations of functional genes. The horizontal axis shows the secondary nodes of three GO categories. The vertical axis displays the number of annotated differentially expressed genes. **(B)** Scatter plot of the top 30 enriched GO terms identified from the differentially expressed mRNAs in breast tissue from the control group and test group IV.

**Figure 8:**
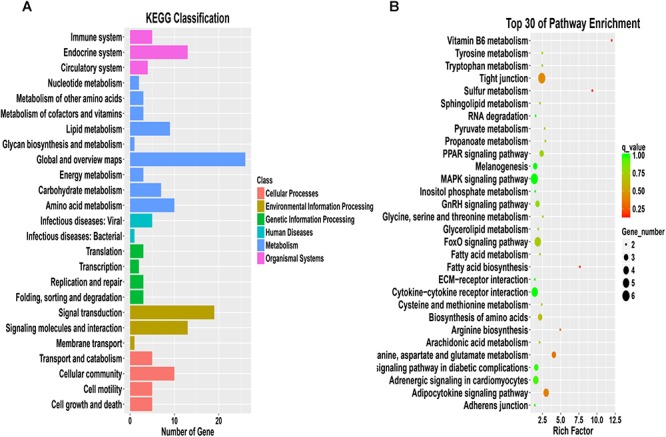
KEGG analysis of differentially expressed mRNAs. **(A)** Comparison of KEGG annotations of functional genes. **(B)** Scatter plot of the top 30 enriched pathways identified from the differentially expressed mRNAs in breast tissue from the control group and test group IV.

### Key Genes in Tyrosine-Induced Melanin Deposition

Based on the results of the KEGG pathway enrichment analysis of the DEGs, some melanin synthesis-related pathways, including melanogenesis, the calcium signaling pathway, the Wnt signaling pathway, the mTOR signaling pathway, vascular smooth muscle contraction and adrenergic signaling in cardiomyocytes, were screened (Figure 9). 

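Melanogenesis contains 3 DEGs (DCT, EDNRB2 and PLCB2), and all 3 were higher in test group IV. The calcium signaling pathway had 3 higher DEGs and 1 lower DEG, the Wnt signaling pathway had 1 higher and 2 lower, and both DEGs of the mTOR signaling pathway were lower. Vascular smooth muscle contraction had 1 DEG, which was higher, and adrenergic signaling in cardiomyocytes had 2 higher and 2 lower. PLCB2, a phospholipase C gene, had 76 fragments in the control group and 167 in test group IV, a log2 fold change of 1.01 (95% interval from 0.61 to 1.42). After median ratio scaling of the libraries its log2 fold change was 0.92, under a 2-fold difference. CREB5 had the largest fall, from 203 to 29 fragments, with a log2 fold change of -2.93 (95% interval from -3.55 to -2.37). HRH1 had only 20 and 4 fragments, and its 95% interval reached from -4.46 to -0.87.
Of the 61 genes drawn in Figure 9, 59 are among the genes analysed here, and 3 of these are DEGs of Supplementary Table S3. At least 2-fold differences were present in 5 genes that were higher and 2 that were lower in test group IV. The 58 genes with a mean FPKM of at least 0.1 had a median log2 fold change of 0.04 with 0.1 added to each FPKM value. This median was at percentile 28.2 of the random lists, with 30 genes higher and 28 lower. Median ratio scaling divides every FPKM ratio by the same factor, but with 0.1 added the log2 fold changes do not all shift equally. The median was then -0.05, at percentile 27.1. Without the DEGs, the median of the remaining 55 genes was -0.03, at percentile 4.48 of random lists drawn without DEGs.

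**Figure D1:**
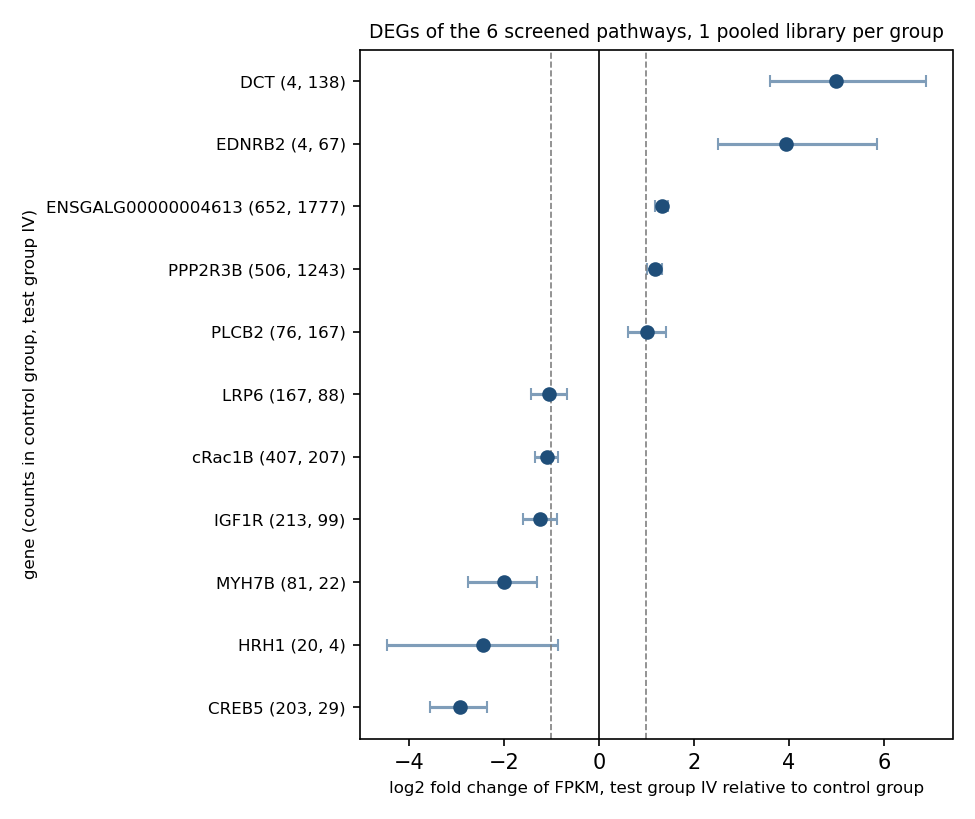
Log2 fold change of FPKM in test group IV relative to the control group (horizontal axis) for the DEGs of the 6 screened pathways (vertical axis, with the fragment counts in the control group and test group IV). Points are the values of 1 pooled library per group, bars are exact 95% counting intervals, and dashed lines mark 2-fold differences. DCT and EDNRB2 are the highest points and CREB5, at -2.93, the lowest.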

Some key genes related to melanin synthesis were identified from the above pathways, and these were closely associated with pigmentation (Table 2). 

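Of the 10 genes in Table 2, 9 were analysed here, and all 9 had more fragments in test group IV than in the control group. MLANA was not analysed here, and the paper's Supplementary Table S3 gives it 0 fragments in the control group and 15 in test group IV. The fragment counts of the 9 genes lay between 1 and 20 in the control group and between 20 and 138 in test group IV. The 95% intervals of the log2 fold change were above 0 for all 9 genes and above 1 for 8. GPNMB, on chromosome 2 of Galgal5 from 31184795 to 31200167, had 3 fragments in the control group and 92 in test group IV, a log2 fold change of 4.81 (95% interval from 3.22 to 7.12). PMEL, on chromosome 33 from 612990 to 617697, had 10 and 92 fragments, and its log2 fold change was 3.08 (95% interval from 2.13 to 4.18). For MLPH, on chromosome 7 from 4777561 to 4795271, 5 and 39 fragments were counted, with a log2 fold change of 2.84 (95% interval from 1.49 to 4.54). TRPM1, on chromosome 10 from 5621877 to 5662732, had a single fragment in the control group and 20 in test group IV. Its log2 fold change of 4.20 therefore has a wide 95% interval, from 1.55 to 9.57, and with 1 added to each FPKM value it was 0.31. The same addition gave 0.78 for MLPH. SOX13 on chromosome 26 rose from 20 to 76 fragments, a log2 fold change of 1.80 (95% interval from 1.08 to 2.59). MYOG, also on chromosome 26, rose from 18 to 68 fragments, a log2 fold change of 1.79 (95% interval from 1.03 to 2.63). The 95% interval of GREM1 on chromosome 5, with 12 and 45 fragments, was from 0.84 to 2.84 around a log2 fold change of 1.78. From their place in the screened pathways and their association with pigmentation, the paper identifies these DEGs as key genes related to melanin synthesis, and from the pathways of DCT and EDNRB2 it turns to EDNRB2 in melanocytes.

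**Figure D2:**
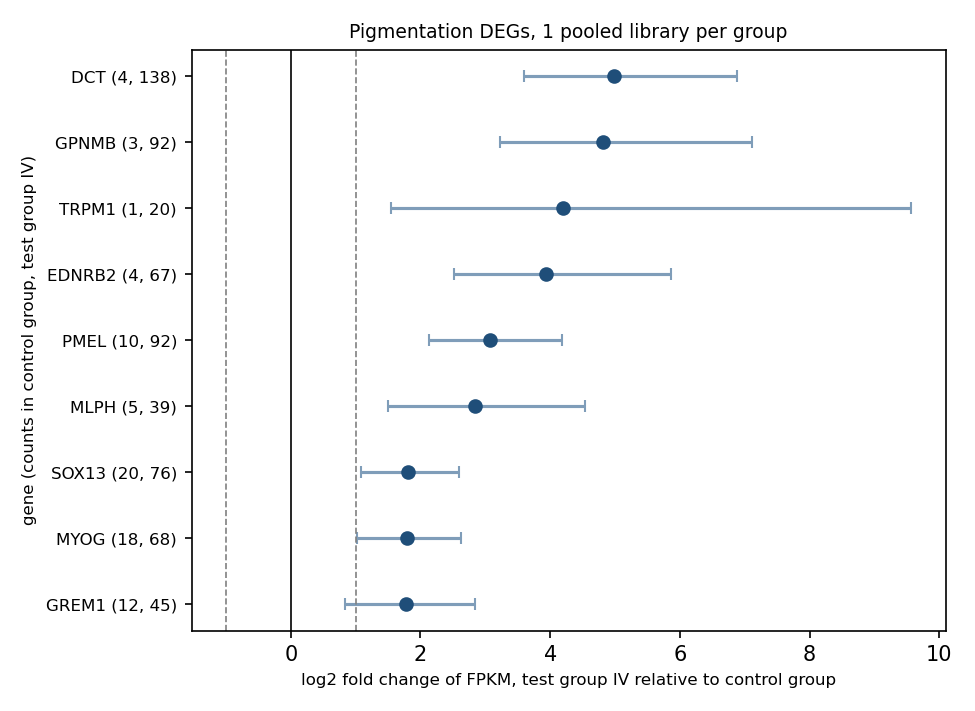
Log2 fold change of FPKM in test group IV relative to the control group (horizontal axis) for 9 genes of Table 2 (vertical axis, with the fragment counts in the control group and test group IV). Points are the values of 1 pooled library per group, bars are exact 95% counting intervals, and dashed lines mark 2-fold differences. All intervals lie above 0, and that of TRPM1, with 1 fragment in the control group, is the widest.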

Among these genes, *DCT* and *EDNRB2* were identified as genes that participate in many pathways, such as melanogenesis and the calcium signaling pathway. Thus, we focused on the effect of tyrosine on *EDNRB2* gene expression in chicken melanocytes. 

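DCT, which encodes dopachrome tautomerase, lies on chromosome 1 of Galgal5 from 146485483 to 146506238. Its count was 4 fragments in the control group (FPKM 0.103) and 138 in test group IV (FPKM 3.27), a log2 fold change of 4.98 with a 95% interval from 3.59 to 6.88. EDNRB2 had 4 fragments in the control group (FPKM 0.124) and 67 in test group IV (FPKM 1.90), a log2 fold change of 3.94 with a 95% interval from 2.52 to 5.86. With 1 added to each FPKM value, the log2 fold changes were 1.95 for DCT and 1.37 for EDNRB2. In Supplementary Table S5, DCT is listed in 3 pathways, which are melanogenesis, metabolic pathways and tyrosine metabolism. EDNRB2 is also listed in 3, which are melanogenesis, the calcium signaling pathway and neuroactive ligand-receptor interaction.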

Under the experimental treatment conditions with different concentrations of tyrosine, the expression of the *EDNRB2* gene was significantly upregulated in a dose-dependent manner in melanocytes of Xichuan black-bone chickens (Figure 10). In particular, the highest *EDNRB2* mRNA expression level was obtained in the group treated with 10^-9^ mol/L tyrosine, and this expression level was significantly different compared with the control group (*P* < 0.05). It is known that the *EDNRB2* gene activates the downstream signaling molecule PKC, upregulates the downstream gene *DCT* and thereby affects melanin deposition.

**Figure 9:**
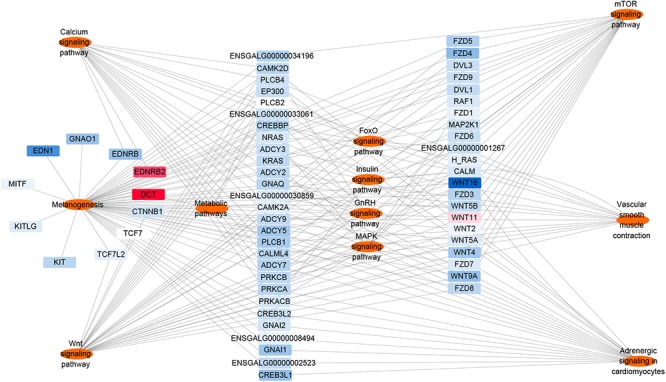
Differentially expressed mRNAs involved in the melanin production pathway. The red nodes represent upregulated genes, and the closer to red indicate that the degree of the up-regulation is higher. The blue nodes represent downregulated genes, and the closer to blue indicate that the degree of the down-regulation is higher.

**Table 2:** Differentially expressed genes related to pigmentation.

Gene name	Full Name	Control group	Test IV group	Log2 (fold change)	*Q*-value
*TRPM1*	transient receptor potential cation channel subfamily M member 1	0.0138	0.2533	-4.19	3.64 E-03
*SOX13*	SRY-box 13	0.6794	2.3681	-1.80	1.21E-03
*PMEL*	premelanosome protein	0.1643	1.3869	-3.07	1.05E-08
*MYOG*	myogenin	1.1535	3.9970	-1.79	2.44 E-03
*MLPH*	melanophilin	0.1330	0.9518	-2.83	7.14 E-04
*MLANA*	melan-A	0.0012	2.0618	-10.69	7.21 E-03
*GREM1*	gremlin 1, DAN family BMP antagonist	1.3070	4.4955	-1.78	1.84 E-02
*GPNMB*	glycoprotein nmb	0.1359	3.8240	-4.81	1.83E-13
*EDNRB2*	endothelin receptor B subtype 2	0.1236	1.9003	-3.94	7.35E-09
*DCT*	dopachrome tautomerase	0.1034	3.2732	-4.98	6.13E-19

**Figure 10:**
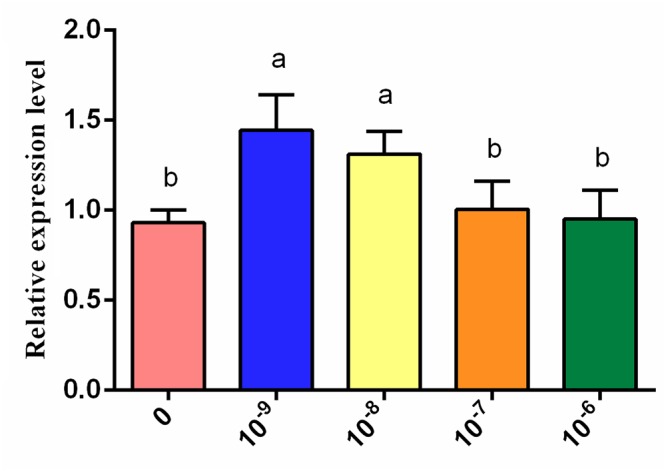
Expression level of the *EDNRB2* gene (determined by qRT-PCR analysis) in melanocytes of Xichuan black-bone chickens treated with different concentrations of tyrosine. Data are expressed as mean ± SD (*n* = 6). The small letters on the top of each bar represents statistical significance. Data with different small letters on each bar are statistically significant (*P* < 0.05), while data with the same letters are not statistically significant (*P* > 0.05).

## Discussion

Animal phenotypes are influenced by both genetics and the environment. The most obvious difference between black-bone chickens and ordinary chickens is that the skin, muscle, periosteum and other tissues of black-bone chickens contain high levels of melanin (Hirano, 1990; Tian et al., 2007). Therefore, we first investigated the effects of six levels of tyrosine supplementation on melanin deposition in the breast muscles of Xichuan black-bone chickens. The results showed that the effects of dietary tyrosine on the breast muscle melanin content are concentration-dependent. In particular, the basal diet with 0.8% tyrosine significantly improved the blackness degree of breast muscle tissue and yielded the highest melanin content in breast muscle. Previous studies have shown that diets with low levels of tyrosine turn black cat hair a reddish-brown color (Yu et al., 2001), whereas dietary supplementation with sufficient tyrosine can prevent this change (Morris et al., 2002). Our study showed that appropriate tyrosine levels can promote melanin synthesis, which is consistent with the results of previous studies (Tsatmali et al., 2002).

Melanin is a type of high-protein molecule synthesized from melanin bodies in melanocytes (Diffey et al., 1995; Mackintosh, 2001). Black-bone chicken melanin is produced by TYR through a series of biochemical reactions (Sato et al., 2007). Thus, we also evaluated the effects of tyrosine exposure on the proliferation and tyrosinase content of melanocyte. The results indicated that treatment with different concentrations of tyrosine could induce the proliferation of chicken melanocytes cultured *in vitro*. The proliferation of chicken melanocytes increased with increases in the tyrosine concentrations within a certain concentration range, but tyrosine concentrations that exceed a certain range inhibited melanocyte proliferation to a certain degree. We also found that tyrosine dose-dependently affects the tyrosinase content of chicken melanocytes. Specifically, the tyrosinase content of melanocytes was significantly upregulated in the tyrosine-treated groups compared with the control group, and higher levels of tyrosine supplementation increased the intracellular tyrosinase content. Analogously, previous studies have also demonstrated that increases in the tyrosine concentrations can promote melanin synthesis in hamster melanoma cells, and a certain dose-dependent relationship has been found between tyrosine and tyrosinase (Słominski et al., 1988). These studies have indicated that the meat quality, particularly the blackness degree and melanin content, could be improved by the addition of an appropriate amount of tyrosine in Xichuan black-bone chicken farming.

Moreover, we highlighted the potential molecular mechanism underlying tyrosine-induced melanin deposition in the breast muscle of Xichuan black-bone chickens. Some key genes involved in tyrosine-induced melanin deposition, such as premelanosome (*PMEL*), melanophilin (*MLPH*), *EDNRB2*, *DCT*, and other pigment-related genes, were identified based on the transcriptome profiles constructed using the pooled total RNA from the breast muscle tissue of the control group and experimental group treated with 0.8% tyrosine supplementation. Therefore, *PMEL*, which is also known as *gp100*, *ME20*, *PMEL17*, and silver, is a melanoma-specific glycoprotein that plays an important role in the development of melanin bodies by forming a proteolytic fibrous matrix for melanin deposition (Leonhardt et al., 2013). *MLPH*, a small GTP-binding protein (Rab27a) and myosin-Va (Myosin-Va, Myo5a) form ternary complexes that play a key role in the transport of melanosomes (Hume et al., 2007). These complexes aggregate at the dendritic terminals of melanocytes and transfer melanosomes from melanocytes to adjacent keratinocytes. Mutations in the *MLPH* gene might affect the transport of melanosomes. A large number of studies have shown that variations in the *MLPH* gene affect animal hair color and skin color development (Hume et al., 2006; Bed’hom et al., 2012; Lehner et al., 2013; Bauer et al., 2018). Therefore, these genes might play a key role in tyrosine-induced melanin deposition in the breast muscle of Xichuan black-bone chickens.

Among the identified key genes, *EDNRB2* is a paralog of the endothelin receptor B (*EDNRB*) gene and encodes a G protein-coupled receptor (GPCR) with seven transmembrane domains (Lecoin et al., 1998; Pla et al., 2005; Harris et al., 2008; Braasch and Schartl, 2014). 

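The 2 receptor genes lie on different chromosomes of Galgal5. EDNRB2 is on chromosome 4 from 11210631 to 11219813, and EDNRB is on chromosome 1 from 153918344 to 153932319. In breast muscle of the control group EDNRB had an FPKM of 8.01, and in test group IV an FPKM of 4.69. Reads shared between these paralogs were not separated here from reads that match only 1 of them.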

Abnormalities in the *EDNRB2* gene cause defects in pigment biosynthesis, which results in the production of pink skin and white fur (Kelsh et al., 2009; Fontanesi et al., 2014; Li L. et al., 2015). *EDNRB2* is also involved in melanocyte differentiation and migration *in vitro* and *in ovo* (Pla et al., 2005). To date, *EDNRB2* has been found to be associated with phenotypes in quail (Miwa et al., 2007), chickens (Kinoshita et al., 2014), frog (Kawasaki-Nishihara et al., 2011) and domestic duck (Li L. et al., 2015). In this study, *EDNRB2* was also found to be upregulated in chicken melanocytes at the transcriptional level. Although the expression levels of *EDNRB2* did not continue to increase with increases in the concentrations of tyrosine, its expression remained significantly higher than that in the group not treated with tyrosine. These studies indicate that *EDNRB2* plays an important role in tyrosine-induced melanin deposition.

Based on the above results and those of a previous study, a network for the *EDNRB2*-mediated regulation of chicken melanin synthesis was constructed (Figure 11), and this network plays an important role in the regulation of melanocyte development (Hou et al., 2004; Saldana-Caboverde and Kos, 2010; Kawasaki-Nishihara et al., 2011). 

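Of the genes in the network, EDNRB had 290 fragments in the control group and 185 in test group IV, a log2 fold change of -0.77 (95% interval from -1.05 to -0.50). For protein kinase C, PRKCA had 1790 and 1737 fragments, a log2 fold change of -0.17 (95% interval from -0.26 to -0.07). The other protein kinase C gene considered, PRKCB, had 55 fragments in each library. Its 95% interval from -0.69 to 0.44 includes 0, so that no difference was detectable at this depth. Transcript counts of whole breast muscle do not measure the activation of protein kinase C that the network proposes. The FPKM of MITF was 21.1 in the control group and 32.9 in test group IV. EDNRB, PRKCA, PRKCB and MITF are not among the DEGs of Supplementary Table S3, whereas EDNRB2 and DCT are. ET3, TYR and TYRP1 were not analysed here.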

In this proposed network, *ET3*, an isomer of the endothelin receptor, has similar affinities for *EDNRB* and *EDNRB2* and binds to these receptors to activate the downstream signal transduction molecule *PKC*, and the activation of *PKC* in turn triggers a physiological response in the cell (Pla et al., 2005; Kinoshita et al., 2014). This response then activates the expression of many specific genes, such as dopachrome tautomerase (*DCT*) (Guibert et al., 2004; Saternus et al., 2015; Salinas-Santander et al., 2018), tyrosinase (*TYR*) (Guibert et al., 2004; Xu et al., 2013), and tyrosinase-related protein 1 (*TYRP1*) (Alonso et al., 2008; Saternus et al., 2015), in melanocytes. As a dopamine isomerase downstream of tyrosine, *DCT* can catalyze the transformation of dopamine into 5,6-dihydroxyindole carboxylic acid, which can accelerate the formation of melanin and in turn affect melanin deposition in black-bone chicken breast muscle tissue.

**Figure 11:**
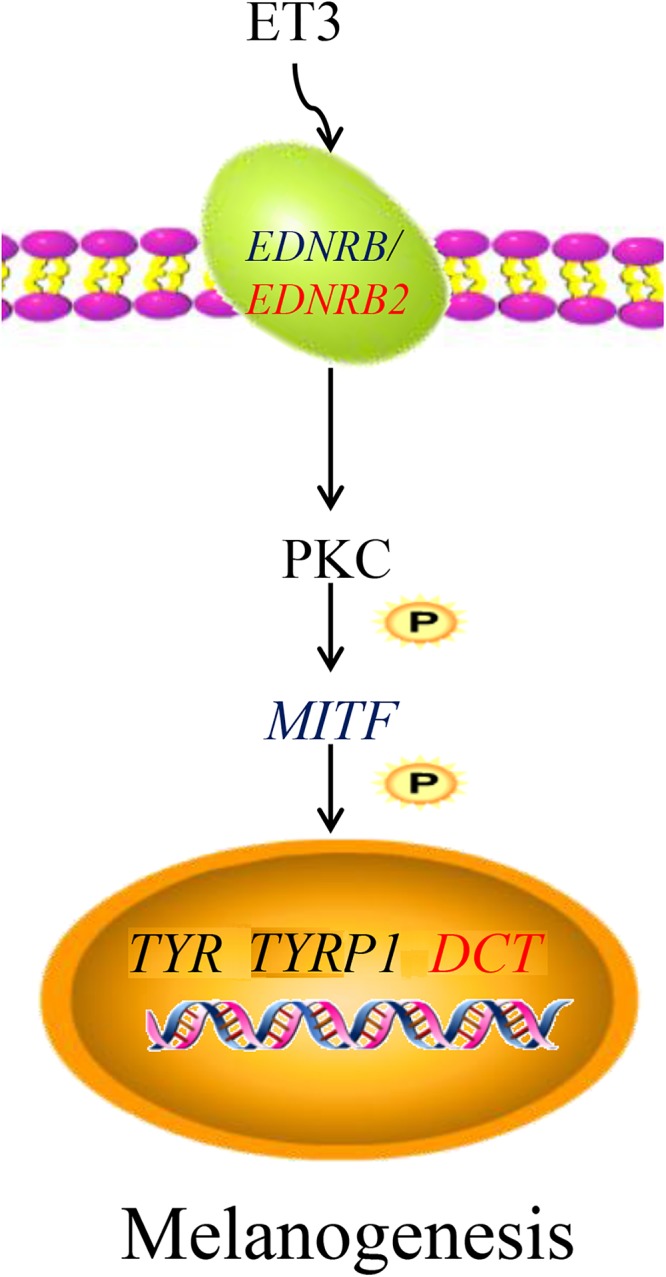
Network of *EDNRB2*-mediated regulation of chicken melanin synthesis. In melanocytes, the *ET3* gene binds to *EDNRB2* gene to activates the downstream signal transduction molecule *PKC*, and the activation of *PKC* activates the expression of many specific genes such as *TYR*, *TYRP1*, and *DCT*. The *DCT* gene can catalyze the transformation of dopamine into 5,6-dihydroxyindole carboxylic acid to accelerate the formation of melanin. *ET3*, endothelin 3; *EDNRB*, endothelin receptor B; *EDNRB2*, endothelin receptor B subtype 2; *PKC*, protein kinase C; *MITF*, melanogenesis associated transcription factor; *TYR*, tyrosinase; *TYRP1*, tyrosinase-related protein 1; *DCT*, dopachrome tautomerase.

## Conclusion

In summary, this study provides the first demonstration that tyrosine can promote melanin deposition in the breast muscle of Xichuan black-bone chickens at the cellular level and *in vivo*. For Xichuan black-bone chickens, the optimal tyrosine dietary supplementation level was found to be 0.8%. We also analyzed the characteristics of the transcriptome profiles of breast muscle tissue from the control group and test group IV (0.8% dietary tyrosine level and the highest melanin content). The *EDNRB2*-mediated regulatory network might play a key role in tyrosine-induced melanin deposition in the breast muscle of Xichuan black-bone chickens. These results provide insights into the molecular regulatory mechanisms for melanin deposition in black-bone chickens and are important for the nutrition regulation and the genetic improvement of the meat quality of Xichuan black-bone chickens.

## Ethics Statement

The whole sample collection and treatment were conducted in strict accordance with the protocol approved by the Institutional Animal Care and Use Committee (IACUC) of Henan Agricultural University, China (11-0099).

## Author Contributions

XK and GL conceived and designed the experiments. YC, JW, and YC contributed to animal husbandry. YZ, YL, and YF performed the experiments. YT and XW analyzed the data. CZ, RJ, and ZL contributed reagents and materials. GS and WL contributed analysis tools. DL wrote the manuscript. All authors reviewed and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptome Analysis of the Breast Muscle of Xichuan Black-Bone Chickens Under Tyrosine Supplementation Revealed the Mechanism of Tyrosine-Induced Melanin Deposition
**Source:** Front Genet. 2019 May 15;10:457. doi: 10.3389/fgene.2019.00457
**Supplement:** Supplementary file 1

**Table S1** Composition and nutrient levels of the basal diets (air-dry basis).

| **Ingredients** | **Content (%)** | | **Nutrition level** | **Content(%)** | |
| --- | --- | --- | --- | --- | --- |
|  | **0-6 Week** | **7-12 Week** |  | **0-6 Week** | **7-12Week** |
| Corn | 64.31 | 61.56 | ME（MJ/kg） | 11.75 | 11.55 |
| Soybean meal | 26.72 | 21.2 | CP（%） | 18.6 | 17.88 |
| Wheat bran | 4.46 | 11.9 | Ca（%） | 0.96 | 1.03 |
| Limestone | 0.89 | 0.94 | AP（%） | 0.7 | 0.76 |
| NaCl | 0.35 | 0.34 | Met (%） | 0.28 | 0.82 |
| Ca HPO4 | 1.02 | 2.02 | Lys (%) | 0.9 | 0.78 |
| Fish mea | 0.99 | 0.98 |  |  |  |
| Premix | 1 | 1 |  |  |  |
| Total | 100 | 100 |  |  |  |

Note: The premix contains vitamins, trace elements, lysine, methionine and threonine. Metabolic energy, crude protein, calcium and available phosphorus were calculated, and amino acid content was measured.

# Supplementary material for: Transcriptome Analysis of the Breast Muscle of Xichuan Black-Bone Chickens Under Tyrosine Supplementation Revealed the Mechanism of Tyrosine-Induced Melanin Deposition
**Source:** Front Genet. 2019 May 15;10:457. doi: 10.3389/fgene.2019.00457
**Supplement:** Supplementary file 2

**Table S2** Information on the qPCR primers used in this study.

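Of the reference genes used for normalization, ACTB (β-actin) on chromosome 14 of Galgal5 had 4577 fragments in the control group and 5755 in test group IV, a log2 fold change of 0.21 (95% interval from 0.15 to 0.26). GAPDH on chromosome 1 had 402456 and 369745 fragments, a log2 fold change of -0.25 (95% interval from -0.25 to -0.24). With median ratio scaling of the libraries, the values were 0.12 for ACTB and -0.34 for GAPDH. The qRT-PCR values were not analysed here.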

| **Gene** | **Transcript ID** | **Sequence (5’ to 3’)** | **Product size（bp）** | |
| --- | --- | --- | --- | --- |
| *MITF* | NM_205029.1 | F:AGCTCACAGAGTCAGAAGCG  R:TATTCCAGCGCATATCCGGG | 159 |  |
| *TYR* | NM_204160.1 | F:TTGACAGCATTTTTGAGCGGTG  R:CTGATGGGCTTGCTTGAGGT | 242 |  |
| *EDNRB2* | NM_204120.1 | F:TGAGCAAGAGAAATGGCATGA  R:CCTCCCGACGCCGTTT | 60 |  |
| *ACACB* | XM_015275512.1 | F:CAACTTGGGGACAAATTGGG  R:CACCACCCATCATCTCCGA | 101 |  |
| *ELOVL6* | NM_001031539.1 | F:CATAGCTCAGGGTCATC  R:TTCTGGAGCAGCAG | 225 |  |
| *ABRA* | XM_428503.5 | F:GACAATGGCCGAGAGGTGAC  R:AACGGATTCAGCTTCTGCGT | 173 |  |
| *GPX2* | NM_001277854.1 | F:CGCCAAGTCCTTCTACGACC  R:GGTGTAATCCCTCACCGTGG | 133 |  |
| *β-actin* | NM_205518.1 | F: GAGAGAAGATGACACAGATC  R: GTCCATCACAATACCAGTGG | 116 |  |
| *GADPH* | NM_204305.1 | F: TGATGGTCCACATGGCATCC  R: GGGAACAGAACTGGCCTCTC | 141 |  |

How the deposited data were processed for this re-analysis (not part of the article)

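Breast muscle RNA of 3 birds per group at week 12 was pooled and sequenced as 1 library for the control group and 1 library for test group IV, which received 0.8% added tyrosine. Samples were grouped by the labels of the libraries and the methods of the paper. The title of the deposited series speaks of skin, whereas the paper and the labels of the libraries speak of breast muscle. The tissue was taken as breast muscle, after the paper. The authors trimmed the reads with Seqtk, mapped them with TopHat 2.0.9 to the Ensembl Galgal5 chicken genome, counted fragments per gene with StringTie 1.3.0 and calculated FPKM values with a Perl script. The deposited values are a whole-number count and an FPKM value per gene in each library. The authors describe TMM normalization of the counts and used edgeR to identify DEGs, with a q-value of at most 0.05 and a fold change of at least 2. The paper's text does not name the dispersion that edgeR needs for libraries without replicates.

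Both libraries list the same 15073 genes, each with at least 1 fragment in the control group. Genes with 0 fragments in the control group were therefore not analysed here, which covers 15 DEGs of Supplementary Table S3, MLANA among them. TYR, TYRP1 and EDN3 (ET3) were not found by symbol among the listed genes and were not analysed either. Whether they had 0 fragments in the control group or are listed without a symbol is not known. Among genes with few fragments, this restriction shifts direction counts toward lower expression in test group IV. Gene names are those given with the counts. A symbol was given for 10067 genes and none for 5006, and 15 symbols had been turned into dates and were not used. A list of chicken genes of the assembly GRCg7b was used only to match older symbols to current ones, and none of its coordinates were used. Coordinates are those given with the counts.

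The depth was 13135159 counted fragments in the control group and 14318101 in test group IV. The relative depth of the FPKM values, from the count and the FPKM of each gene, was 1.09025 (SD over 14277 genes 1.61e-05), close to the ratio of the total counts of 1.09006. TMM on the counts gave an effective ratio of 1.16124. The FPKM values were used as deposited. Scaling by the median ratio (1.06) over genes with an FPKM of at least 1 in both libraries was an alternative. Another was scaling by a trimmed mean (1.05) over genes detected in both libraries. It left out 30% of the ratios and 5% of the mean values at each end.

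Fold changes are FPKM ratios of test group IV to the control group. For single genes a Clopper-Pearson 95% interval of the share of fragments from test group IV was converted to a fold change. It covers counting error only. A count of 3 fragments was taken as the smallest share a library can show. This limit was not applied to the detection counts or to the fold changes, some of which rest on fewer fragments. The fold-change counts used genes with an FPKM of at least 1 in 1 or both libraries. Correlations used the log2 FPKM of genes detected in both libraries. For gene lists, 0.1 was added to each FPKM, genes with a mean FPKM under 0.1 were left out, and the median log2 fold change was placed among 10000 random lists matched in 20 bins of mean FPKM. A list was taken to stand apart below percentile 2.5 or above percentile 97.5. When the DEGs were left out of a list, they were also left out of the random lists. A list of which fewer than 80% of the symbols were found was not allowed to decide an explanation, a rule that was applied after the percentiles had been seen. The 12 marker lists were written after Supplementary Table S3 had been read. Of these, 11 were written before the counts were examined, and the interferon response list afterwards.

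The comparisons were planned for FPKM values, and the fragment counts were found when the data were examined. Because 1 library per group allows no estimate of the dispersion, no edgeR test is given as a result for the diets. edgeR 4.0.16 in R 4.3.3 was used only to recalculate the test at assumed dispersions for the closing section. Its exact test was used there, and a binomial test where the dispersion was set to 0. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The list procedure was tested on simulated data for 15073 genes, where 10 of 10 lists with raised genes were found and 3 of 40 lists without change fell outside the limits. A simulated scale of 1.1 was recovered as 1.1 by the median ratio and as 1.11 by the trimmed mean. The edgeR recalculation was tested on 200 simulated changed genes, all with more fragments in the control group than the genes of Table 2 had. Of these, 200 were recovered with 3 false calls when the assumed and the simulated biological coefficient of variation were both 0.1.

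The rule for the genes named was fixed before the data were examined. It covers the genes of Table 2, the qRT-PCR genes and their reference genes, the genes of the network in Figure 11, and the 5 genes with a symbol that rose most and the 5 that fell most among genes with an FPKM of at least 1 in both libraries. DEGs of the 6 screened pathways, named with the pathways they belong to, and the genes that overlap one of the genes that rose most were added afterwards. The alternatives tried were other pseudocounts, other filters on low FPKM, other scalings of the libraries, lists without DEGs and other assumed dispersions. Melanin content, melanocyte cultures, qRT-PCR values, raw reads and the enrichment tests were not analysed here.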

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

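The test for an interferon response was set after 2 of the genes that rose had been seen, and the test for overlapping genes was set before its result was seen. The 5 genes with a symbol that rose most in test group IV, among genes with an FPKM of at least 1 in both libraries, are outside the genes the paper discusses. They were picked as the extremes of all such genes, so large values were to be found among them. The log2 fold change was 3.99 for PYURF (6 fragments in the control group and 104 in test group IV), 2.43 for OASL (36 and 211) and 2.30 for OST4 (8 and 43). It was 1.89 for LY96 (20 and 81) and 1.88 for gga-mir-6602 (2 and 8). The 95% counting interval of gga-mir-6602, from -0.45 to 5.15, includes 0, so its rise was not distinguishable from counting error.

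Reads assigned to an overlapping gene are a candidate explanation for 2 of the 5 genes, fewer than the 3 that had been set as the limit for this explanation to account for the group. PYURF overlaps PIGY on chromosome 4, which fell by 278 fragments (638 to 360) while PYURF gained 98, and it also overlaps a gene without a symbol that rose from 154 to 349 fragments. The gene gga-mir-6602 lies within SLC41A1, which fell by 109 fragments (784 to 675). The rise of gga-mir-6602 was only 6 fragments, so almost any fall of SLC41A1 would have met this test. For these genes the rise cannot be told apart from a different assignment of reads between overlapping genes. For OASL, OST4 and LY96 no overlapping gene is listed.

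OASL belongs to the interferon response list, and an interferon response in the pool of test group IV may account for it. Of the 25 symbols of that list 16 were found (64%), fewer than the 80% required, so the test is void as a decision and is given as a description. The median of the 13 members that are not DEGs was 0.50, at percentile 99.97 of the random lists. The other genes of the 5 are not on that list. Depth and scaling of the libraries left the fold changes above 2-fold for PYURF, OASL, OST4 and LY96. After median ratio scaling the lowest of these was 1.80 for LY96. This check could not have come out otherwise, since that scaling lowered each value by only 0.09, and it decides nothing. An infection or other state of a single bird, a difference in handling and the diet cannot be separated with 1 pool per group.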

How the results depend on the processing

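No paired analysis was possible because each group has 1 library. The alternatives were set before the data were examined, except those for the interferon response list and for the calls over all listed genes, which were chosen after seeing the data. The planned counts of genes detected only in test group IV were not run. Every gene analysed has fragments in the control group, so no such gene could appear when any fragment counted as detection. With an FPKM of at least 1, 10619 of the listed genes passed in test group IV and 10162 in both libraries. Some listed genes therefore passed only in test group IV, but genes without a fragment in the control group are missing from these numbers.

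The gene numbers stayed within 1.5 times under the other FPKM thresholds, except that 391 genes were detected only in the control group with an FPKM of at least 1, against 796. The correlation of 0.969 was 0.983 with 1 added to each FPKM value, 0.973 among genes with an FPKM of at least 1 in both libraries, 0.978 as Spearman's rank correlation and 0.938 when squared. The counts of genes at least 2-fold higher and lower in test group IV (341 and 364) changed to 99 and 173 with 1 added to each FPKM value, to 845 and 1596 without a filter on low FPKM, to 158 and 178 with an FPKM of at least 1 in both libraries, and to 83 and 142 with an FPKM of at least 5 in 1 or both.  Median ratio scaling gave 282 higher and 437 lower genes, and trimmed mean scaling gave 293 and 424. Both scalings turned a near balance into an excess of lower genes. With 1 added to each FPKM value, 75 DEGs of Supplementary Table S3 were at least 2-fold higher and 132 at least 2-fold lower. Without a filter, the 1596 lower genes include all 796 genes with no fragment in test group IV. Genes with no fragment in the control group are not listed, so this excess of lower genes is at least partly fixed by the listing. The cause was not tested for the other changes.

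Among the gene lists, the amino acid response list passed the lower limit with 1 added to each FPKM value (median -0.12, percentile 2.46) and with a mean FPKM of at least 1 (median -0.29, percentile 0.11), but not with the values as first set (percentile 3.77). Leaving out the DEGs brought 3 lists inside the limits, with medians of 0.0719 for the melanocyte list, -0.0106 for the glucocorticoid and fasting list, and -0.27 for the slow fibre list (percentile 2.54). The slow fibre list was also inside with a mean FPKM of at least 1 (median -0.14, percentile 10.5). The Schwann cell list was below the middle of the random lists as first set (percentile 29.0) and above it with a mean FPKM of at least 1 (median 0.21, percentile 78.0). The cause was not tested. All other lists kept their side of the limits under the alternatives that were run.

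For 38 single genes 189 alternative values were calculated. No value changed its sign, but none could have, so this shows no stability. Adding the same amount to both FPKM values keeps the sign. Median ratio scaling lowered the log2 fold changes by at most 0.09, and the smallest positive value was 0.21 (ACTB). Of the values, 176 stayed on their side of a 2-fold difference. Another 13 fell below it, among them those of 9 genes with 1 added to each FPKM value.

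The number of DEGs depended most on the assumed dispersion. In the exact test of edgeR with the depth taken from the FPKM values, 404 of the 417 genes in Supplementary Table S3 kept a P-value at or below the largest listed at a biological coefficient of variation of 0.1, 188 at 0.2, 59 at 0.3, 27 at 0.4 and 15 at 0.5. The value of 0.1 was taken as the reference after it was seen to come closest to the listed P-values. Over all listed genes, with TMM and Benjamini-Hochberg adjustment, 402 genes were called at 0.1, 103 at 0.2, 19 at 0.3, 2 at 0.4 and 0 at 0.5. Without replicates the data do not tell which of these values applies to the birds.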

Differences from the paper's values

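The correlation coefficient between the log2 FPKM values of the groups was 0.969, against the paper's 0.974, which the paper writes as a squared coefficient. None of the alternatives set before the data were examined gave the paper's value. The closest was 0.973 among genes with an FPKM of at least 1 in both libraries, and squaring the coefficient gave 0.938.

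The paper's log2 fold change of ABRA, written as the control group relative to test group IV, is about 3.9 in Figure 6A, read by eye. The value from the FPKM values in the same order was 1.97. None of the alternatives set before the data were examined closed the gap, and median ratio scaling gave 2.06. Before the logarithm is taken, the ratio of the FPKM values (1182.02 to 301.546) is itself close to 3.9. For MITF, ELOVL6 and ACACB the values read from the figure were close to the log2 values. Whether the figure shows an unlogged ratio for ABRA was not tested.

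The text presents MITF, TYR and EDNRB2 as downregulated and ACACB, ELOVL6, ABRA and GPX2 as upregulated after stating that test group IV was compared with the control group. In test group IV relative to the control group, the log2 fold change was 0.64 for MITF, 3.94 for EDNRB2, -1.35 for ACACB, -1.95 for ELOVL6 and -1.97 for ABRA, and GPX2 fell from 13 fragments to 0. TYR was not analysed here. In Supplementary Table S3 the 257 genes marked as up are higher in the control group and the 160 marked as down are higher in test group IV. The text gives 160 upregulated and 257 downregulated genes. The paper names DCT among genes of many pathways that include the calcium signaling pathway, whereas the 3 pathways that list DCT in Supplementary Table S5 do not include it. The paper draws the genes of Table 2 from the 6 screened pathways, and of the 9 analysed here, 2 (DCT and EDNRB2) are listed as DEGs of those pathways in Supplementary Table S5.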

Other observations

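The scaled lists and the assumed dispersions with the depth of the FPKM values were planned as alternatives, but their use as tests of an explanation, and the comparison with TMM, were chosen after the results were seen. The interferon response list was written after the counts had been examined. The other tests were set before their results were seen. All concern 2 pools, so a difference between the diets cannot be told apart from a difference between the birds that were pooled. In all, 12 marker lists were examined, and a list can fall outside the percentile limits by chance.

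Pigment genes were higher in test group IV. The melanocyte list had a median log2 fold change of 0.48 (18 genes tested), at percentile 99.79 of the random lists. The list was written after Supplementary Table S3 had been read, and 6 of the 18 genes are DEGs. After median ratio scaling the percentile was 99.72. This test could hardly have come out otherwise, since a percentile among genes of the same libraries changes little with scaling. One hypothesis is that the pool of test group IV contained more melanocyte-bearing tissue, which may raise all melanocyte transcripts together. The 12 members outside Supplementary Table S3 were at percentile 56.82, which does not show such a rise. The test is void as a decision, because 21 of the 31 symbols were found (67.7%) and because the members most changed had been left out. More Schwann cells were not seen (percentile 28.97), but 73.3% of that list was found, which is also too few. The fibroblast list, of which 94.1% was found, was at percentile 86.81, inside the limits, so more connective tissue was not detected as an explanation. The rise of the pigment genes may therefore come from more melanocytes in the sampled tissue or from higher expression per melanocyte, and these values do not separate the 2.

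The pools may differ in composition. The slow fibre list was at percentile 0.66 and the adipocyte list at 0.09, while the erythrocyte list was at 25.44. Fewer than 80% of the symbols were found for these 3 lists (71.4%, 50.0% and 50.0%, respectively), so a different share of slow fibres or of blood can neither be stated nor excluded. The endothelium and smooth muscle list, with 84.6% found, had a median of -0.25 at percentile 0.36. A different sex ratio of the pooled birds was tested with the sex chromosomes. The median log2 fold change of 11 genes on chromosome W was -0.18, which is -0.277 relative to the 8998 autosomal genes and just inside the limit of 0.3 set for this test. The median of 459 genes on chromosome Z was 0.13, against 0.09 for autosomal genes. Genes on chromosome W took 0.0122% of the counts in the control group and 0.0120% in test group IV. Of the 35 listed genes on chromosome W, all detected in the control group, 25 were detected in test group IV. Every listed gene has fragments in the control group, so this number could only fall. By the limit set, a different sex ratio was not detected. The test rests on 11 genes, and a different sex ratio is not excluded.

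Several of the genes that were lower in test group IV are known to respond to glucocorticoids or fasting in muscle. The glucocorticoid and fasting list (26 genes tested) had a median of -0.45, at percentile 0 of the random lists. Of these genes 10 are DEGs, and all 10 were lower. ZBTB16, which fell from 501 to 105 fragments, is also among the 5 genes with a symbol that fell most among genes with an FPKM of at least 1 in both libraries, together with UTS2R (-2.49), TET2 (-2.47), RRAD (-2.45) and TMEM164 (-2.19). A candidate explanation is a different stress or fasting state of the birds of the control pool at slaughter. The paper describes the same fast before sampling and the same management for all groups, so such a state would have arisen despite them. The 16 members outside Supplementary Table S3 were at percentile 9.80, inside the limits, with 8 higher and 8 lower. The fall itself decides which members are DEGs, so this test is void as a decision and the pattern cannot be told apart from such a state. An amino acid response in the control pool was tested the same way, and its 9 members outside Supplementary Table S3 were at percentile 22.49, but 68.4% of that list was found, too few to decide. A different state of the birds remains a hypothesis.

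An interferon response list was higher in test group IV, with 15 of 16 genes higher and a median of 0.55. The paper does not report this. The members outside Supplementary Table S3 had a percentile of 99.97, and since 64% of the symbols were found, this is a description of these pools. It may reflect a single bird of the pool, and no test here separates that from the diet.

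More DEGs were lower than higher in test group IV (257 against 145). Gene length bias between the libraries was small, with a Spearman rho of -0.0504 between log2 fold change and effective length across 10162 genes, which are not independent replicates. A few genes that take most of the counts could shift all others, and the median log2 fold change of genes with an FPKM of at least 1 in both libraries was 0.0905, under the limit of 0.1 and toward higher values in test group IV. The scaling used in the test changed the imbalance. In edgeR's exact test with Benjamini-Hochberg adjustment at a biological coefficient of variation of 0.1, 145 genes were called higher and 257 lower with TMM, against 168 higher and 244 lower with the depth of the FPKM values. Part of the imbalance is fixed by the genes listed, since 15 DEGs with no fragment in the control group were not analysed here.

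The number of DEGs may rest on an assumed dispersion. With a biological coefficient of variation of 0.1, TMM and the exact test of edgeR, the median difference from the P-values of Supplementary Table S3 was 0.000139 on the log10 scale, and with Benjamini-Hochberg adjustment the call gave the same 402 genes. This is consistent with a dispersion of 0.01 having been set as a fixed value, which the paper's text does not name. At a biological coefficient of variation of 0.4, 6.47% of the listed genes kept a P-value at or below the largest listed. In simulated data with a true value of 0.3 and an assumed value of 0.1, 187 of 200 changed genes were recovered together with 1313 false calls, against 39 recovered and 0 false calls when 0.3 was assumed. With a true value of 0.1 and an assumed value of 0.3, 0 of the 200 changed genes were recovered. Fewer calls at a higher assumed value may therefore be lost power as well as fewer false calls. Changes were simulated only in genes with more fragments in the control group than any gene of Table 2 had there. At an assumed 0.1 with the depth of the FPKM values, the 2 libraries themselves gave 412 calls. That is fewer than the 1313 simulated false calls, so these cannot be carried over to Supplementary Table S3. By edgeR's exact test with Benjamini-Hochberg adjustment, 9 genes of Table 2 had a q-value of at most 0.05 at 0.1, 5 at 0.2, 3 at 0.3 and 0 at 0.4. The q-value of DCT was 4.93e-04 at 0.3 and 0.0570 at 0.4, and that of EDNRB2 was 0.0427 and 0.520. These tests compare the 2 libraries, and the variation between birds on the same diet was not measured.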
